A study of Homo sapiens with 3 samples. Its data were reported in "Proteostasis by STUB1/HSP70 complex controls sensitivity to androgen receptor targeted therapy in advanced prostate cancer" (2018).

How the data were processed

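Gene expression was measured on 3 Affymetrix HG-U133 Plus 2.0 microarrays, 1 for each of 3 lines of human C4-2B cells. C4-2B is an established castration-resistant prostate cancer line derived from LNCaP. C4-2B parental cells were compared with C4-2B MDVR cells, a subline kept in 20 µM enzalutamide, and with C4-2B AbiR cells, a subline kept in 10 µM abiraterone acetate. Per the study's methods, the parental line was passaged in parallel with the sublines to serve as their control. Groups were taken from the sample labels.

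The authors deposited signed log2 values for 54675 probe sets on the 3 arrays, processed by RMA per the submitters' processing notes, with no RMA version given in the sources used here. RMA corrects the background, normalizes the arrays between each other and summarizes the probes of a probe set on the log2 scale. The deposited log2 values had further been centred for each probe set. Within a tolerance of 2e-06, 100% of probe sets held values that a median of 4 arrays set to 0 would give. After each column was shuffled, 50.3% did. A pair of values mirrored around 0 occurred in 53.0% of probe sets, and 1.66% held an exact 0. The centring therefore appears to have used 1 further array, which was not analysed here. The median centred log2 value was 0.00 on the parental array, 0.027 on the MDVR array and −0.0053 on the AbiR array. A centred value carries no expression level, so that differences between arrays within a probe set are the only measurement that remains. A gene expressed far above background and a gene near background could not be told apart, and the RMA background limits how large a difference a weakly expressed gene can show.

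The planned analysis had assumed uncentred log2 values. 4 of its choices need an expression level and were replaced after the centring was seen, namely a floor on low signals, the choice of the brightest probe set for a gene, the matching of random lists on mean expression and quantile normalization of the arrays. Each gene was instead given the mean of its probe sets, no floor was applied, and random lists were matched on spread. All other choices, including the gene lists and the rule for named genes, were made before the data were examined. The exceptions are described below as chosen or examined after seeing the data.

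Probe sets were named from the platform annotation, with symbols checked through gene IDs against RefSeq annotation of assembly GRCh38.p14. That assembly was used for names and for the order of neighbouring genes only. Of the probe sets, 41097 had 1 gene symbol, 1801 had several and 11721 other probe sets had none here, besides 56 control probe sets. The gene ID was found in the RefSeq table for 99.9% of probe sets with 1 symbol. Only probe sets annotated to a single gene were used, which gave 19775 genes, 10523 of them with 2 or more probe sets. Some focus genes were not analysed here because no probe set was annotated to them alone.

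Log2 differences were taken for MDVR minus parental, AbiR minus parental and MDVR minus AbiR. With 1 array per group there was no replicate error, no test and no p-value. Genes at least 2-fold higher or lower were counted as a description of these arrays. Where a gene had several probe sets, the SD between them is given as a technical spread. Precision was also judged from 45 spiked bacterial control probe sets. The genes named were the 10 highest and the 10 lowest for each resistant line against parental, the 6 and 6 for MDVR minus AbiR, and the 8 and 8 with the largest smaller difference in both lines, among genes whose probe sets all differed in 1 direction. A fixed set of focus genes was also named. Members of the gene lists were taken from the 2 highest and 2 lowest of a list, and not all of these are given.

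The 35 gene lists held 989 genes, of which 888 were measured. The median difference of each list was placed among 10000 random lists of the same size, drawn from all genes with the same number of members in each of 10 bins of the SD over the 3 arrays. A list was called outside the random lists below percentile 2.5 or above percentile 97.5. Spread carries no direction, but it does not replace matching on expression. Lists shared members, so their calls were not independent. Overlap between the resistant lines was set beside 100 simulated draws of 3 arrays with a shared control and no shared change. These were built from shuffled MDVR minus AbiR differences, which hold differences between the lines besides noise.

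The list percentile and the 2-fold count were tested on simulated data for the MDVR minus parental comparison with 19775 genes. Of 40-gene lists with no shift, 4.0% were called. Random lists hold genes drawn singly, so this rate may not hold for lists whose members vary together. Lists lowered by 0.1 on the log2 scale were called below in 56.0% of draws, and lists lowered by 0.2 in 97.0%. With noise as in the spiked controls, 100% of genes changed 3-fold and 0% of genes changed 1.5-fold were counted as at least 2-fold higher. The number of arrays limits the precision of every value.

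Alternatives covered the fold threshold, the summary and type of probe sets, the centring of arrays, the list statistic and the source of random lists. A list's call, meaning a median outside the range of random lists, was tried under 7 of these, and under 8 for the ubiquitin-mediated proteolysis list. Centring of the arrays is not among these, because it leaves percentiles as they are. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.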

Results

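Expression was compared between C4-2B parental cells and 2 sublines that grow in the presence of second-generation anti-androgen drugs. Enzalutamide, present at 20 µM for C4-2B MDVR cells, blocks the binding of androgen to its receptor. Abiraterone acetate, present at 10 µM for C4-2B AbiR cells, inhibits the androgen-synthesizing enzyme CYP17A1. Each line was measured on 1 array of 54675 probe sets, and 19775 genes were read by probe sets annotated to them alone. There were no replicates, so that every difference below is between 2 arrays, without a replicate check, and cannot be assigned to the drug. Values are log2 differences of RMA values centred by the authors, and an expression level was not recoverable. The ± values are SDs between the probe sets of a gene, a technical spread.

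The spiked bacterial controls gave a scale for technical noise. Over 45 control probe sets, the SD of the difference was 0.13 for MDVR minus parental, 0.10 for AbiR minus parental and 0.12 for MDVR minus AbiR, and the largest absolute differences were 0.35, 0.20 and 0.34. Probe sets of a gene differed more, with an SD of 0.35, 0.28 and 0.34 in the same order. The 3′ minus 5′ signal of the ACTB control transcript differed by −0.22 in MDVR and −0.12 in AbiR relative to parental, and that of GAPDH by −0.047 and 0.061.

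The first comparison asked how the enzalutamide-resistant subline differed from parental cells. KLK3, which encodes prostate-specific antigen, was 16.8-fold lower in the MDVR array (log2 difference −4.07 ± 3.23, 3 probe sets). Of its probe sets, 2 were lower by −6.24 and −5.61 and the other by −0.35. The prostaglandin F receptor gene PTGFR was 33.2-fold lower (−5.05 ± 0.46, 2 probe sets), the fatty acid elongase ELOVL7 30.2-fold, the sialyltransferase ST6GALNAC1 24.3-fold and the protease inhibitor CSTA 24.2-fold lower. ACADL, GULP1, CADPS2, CNTN3 and PRKACB were lower by 13.1-fold to 19.4-fold, with a wide spread for GULP1 (−4.22 ± 3.46, 5 probe sets). The proglucagon gene GCG showed the largest positive difference, at 62.8-fold. FSTL5 was 48.2-fold, the neuronal membrane protein LRRN1 42.4-fold, the teneurin TENM2 36.7-fold and BEX1 29.1-fold higher. DAPK1 was 25.0-fold higher (4.64 ± 2.09, 2 probe sets), and SYT4, ADRA2A, AKR1C3 and LAMB1 were higher by 15.6-fold to 21.2-fold. AKR1C3, an aldo-keto reductase that makes testosterone from androstenedione, was 16.2-fold higher by its single probe set, and its value in AbiR was 0.0055. The paralog AKR1C2 was higher by 2.00 ± 1.59 on the log2 scale in MDVR (3 probe sets). In all, 327 genes were at least 2-fold higher and 331 at least 2-fold lower in the MDVR array.

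In C4-2B AbiR cells, the largest positive differences were those of IGFBP3, an insulin-like growth factor binding protein (log2 difference 4.59 ± 0.26, 2 probe sets), LRRN1 (23.4-fold), PDZRN4 (23.4-fold) and the secreted phospholipase PLA2G2A (22.3-fold). The cytokine TSLP was 15.8-fold, the sodium pump subunit ATP1B1 13.3-fold, the neuropeptide neurotensin gene NTS 11.5-fold and TENM2 11.4-fold higher. CDH18 and SERPINI1 were higher by 3.36 and 3.30. ZNF385B was 50.5-fold lower (−5.66 ± 0.93, 3 probe sets), PRUNE2 40.4-fold lower (−5.34 ± 1.43, 3 probe sets) and PTGFR 38.7-fold lower. ACADL, ELOVL7, GUCY1A1, ST6GALNAC1, AZGP1, AADAT and DPP4 were lower by 9.98-fold to 19.4-fold. The counts were 212 genes at least 2-fold higher and 159 at least 2-fold lower. They were 216 and 155 with arrays centred on their median, and 180 and 182 with arrays centred on hybridization controls.

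Both resistant lines differed from the parental array in many of the same genes. LRRN1, TENM2, PLA2G2A, ATP1B1, TUBA1A, IGFBP3, ENO2 and AMIGO2 had the largest differences that were positive in both. The neuron-specific enolase gene ENO2 was higher by 2.80 in MDVR and by 2.85 in AbiR, and the tubulin gene TUBA1A by 3.62 and 3.29. PTGFR, ACADL, ELOVL7, ST6GALNAC1, ZNF385B, KLK3, SNAI2 and ZBTB16 had the largest that were negative in both. The transcription factor genes SNAI2 and ZBTB16 had differences of −3.12 and −3.17 in MDVR and of −3.07 and −3.05 in AbiR. At least 2-fold differences in both lines were found for 110 genes in the positive and 113 in the negative direction. Arrays simulated with a shared parental array and no shared change gave means of 75.9 and 75 genes. Independent lists of these sizes would share 3.51 and 2.66. The simulation drew on MDVR minus AbiR differences, 397 of which were at least 2-fold, so its values may exceed those of technical noise alone. The correlation of the differences across genes, which are not independent replicates, was 0.59 against a simulated 0.50, and the covariance was 0.092 against 0.068. The same sign in both lines was found for 65.2% of genes, against a simulated 66.6%. With 1 parental array the control could not be split, and part of the overlap may come from that array.

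**Figure D1:**
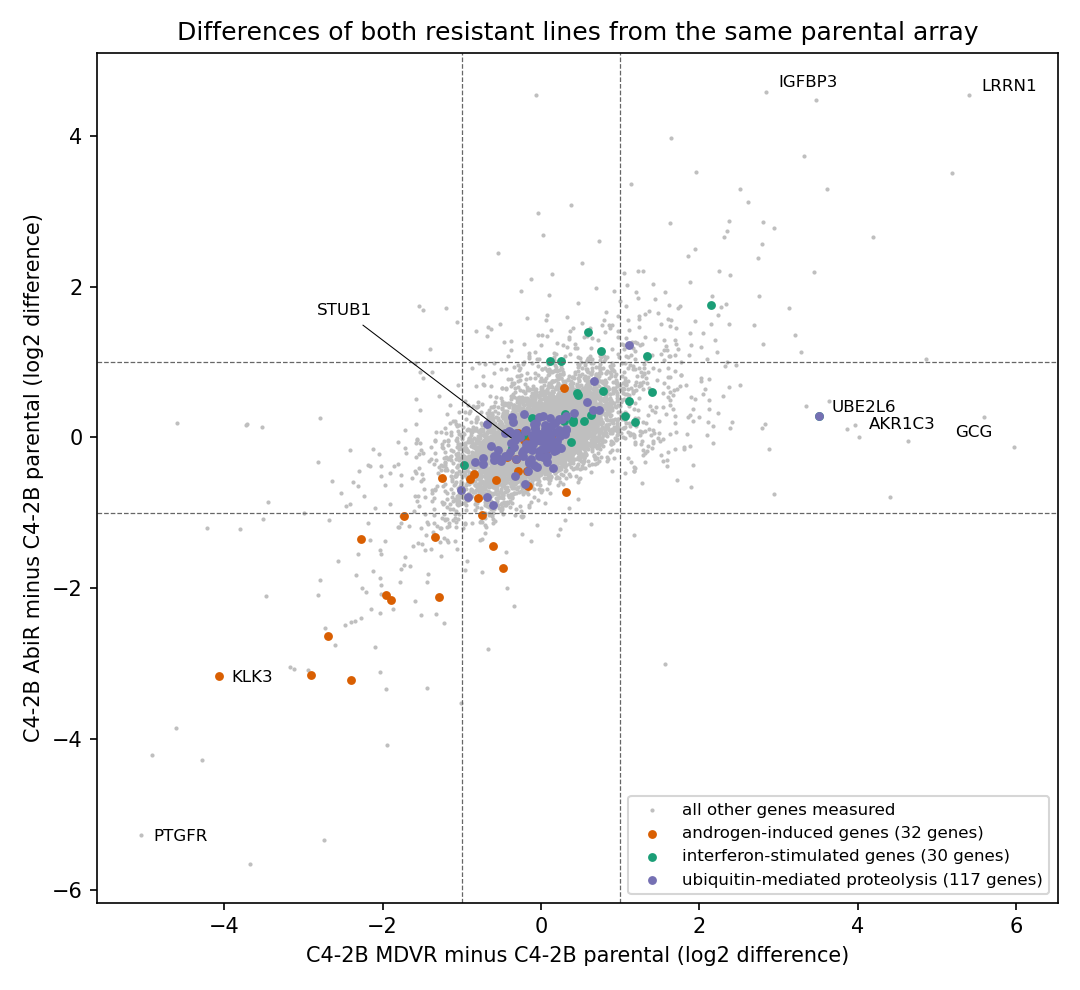
Each point is 1 gene, placed by its log2 difference from the parental array in C4-2B MDVR (x axis) and C4-2B AbiR (y axis), with 3 gene lists in colour (UBE2L6, on 2 of them, has the colour of the ubiquitin list) and dashed lines at 2-fold. KLK3 lies at −4.07 and −3.17, UBE2L6 at 3.52 and 0.28, and most genes of the ubiquitin-mediated proteolysis list lie inside the 2-fold lines.

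Androgen-induced genes were lower in both resistant lines. Of 32 measured members, 11 were at least 2-fold lower in MDVR and 13 in AbiR, and 0 were at least 2-fold higher in either. The list median was −0.59 in MDVR, at percentile 0.01 of the random lists, and −0.60 in AbiR, where 0 of 10000 random lists had a lower median. The prostein gene SLC45A3 had differences of −2.91 and −3.15, and PMEPA1 of −2.39 and −3.21. FKBP5, a co-chaperone of HSP90, was 3.88-fold lower in MDVR (−1.96 ± 0.14, 3 probe sets) and 4.24-fold lower in AbiR (−2.09 ± 0.14). KLK2 was lower by −1.29 ± 1.19 and −2.12 ± 1.93 over 4 probe sets, 1 of which was higher in both lines (0.20 and 0.11). TMPRSS2 had smaller differences of −0.18 ± 0.11 and −0.45 ± 0.12, with all 4 probe sets lower in both lines. SGK1 had positive values of 0.29 and 0.65, and KLK4 had values of 0.31 and −0.72. The 7 androgen-repressed genes had medians of 0.078 and 0.042 (percentiles 58.9 and 56.9), and went both ways. In MDVR, OPRK1 was at 1.63, CAMK2N1 at 1.02, UGT2B17 at −1.49 and BCHE at −1.07. In AbiR, UGT2B17 was at 1.69, CAMK2N1 at 1.24 and BCHE at −0.78. The 16 luminal prostate markers had medians of −0.20 and 0.070 (percentiles 10.6 and 72.9). Their means were −0.53 and −0.38 and their running-sum enrichment scores, of the kind used in preranked gene set analysis, −0.70 and −0.71, all below the random range, so that the AbiR direction depends on the statistic. They include KLK3 and SLC45A3, while the prostatic acid phosphatase gene ACP3 was higher by 0.64 and 0.85.

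**Figure D2:**
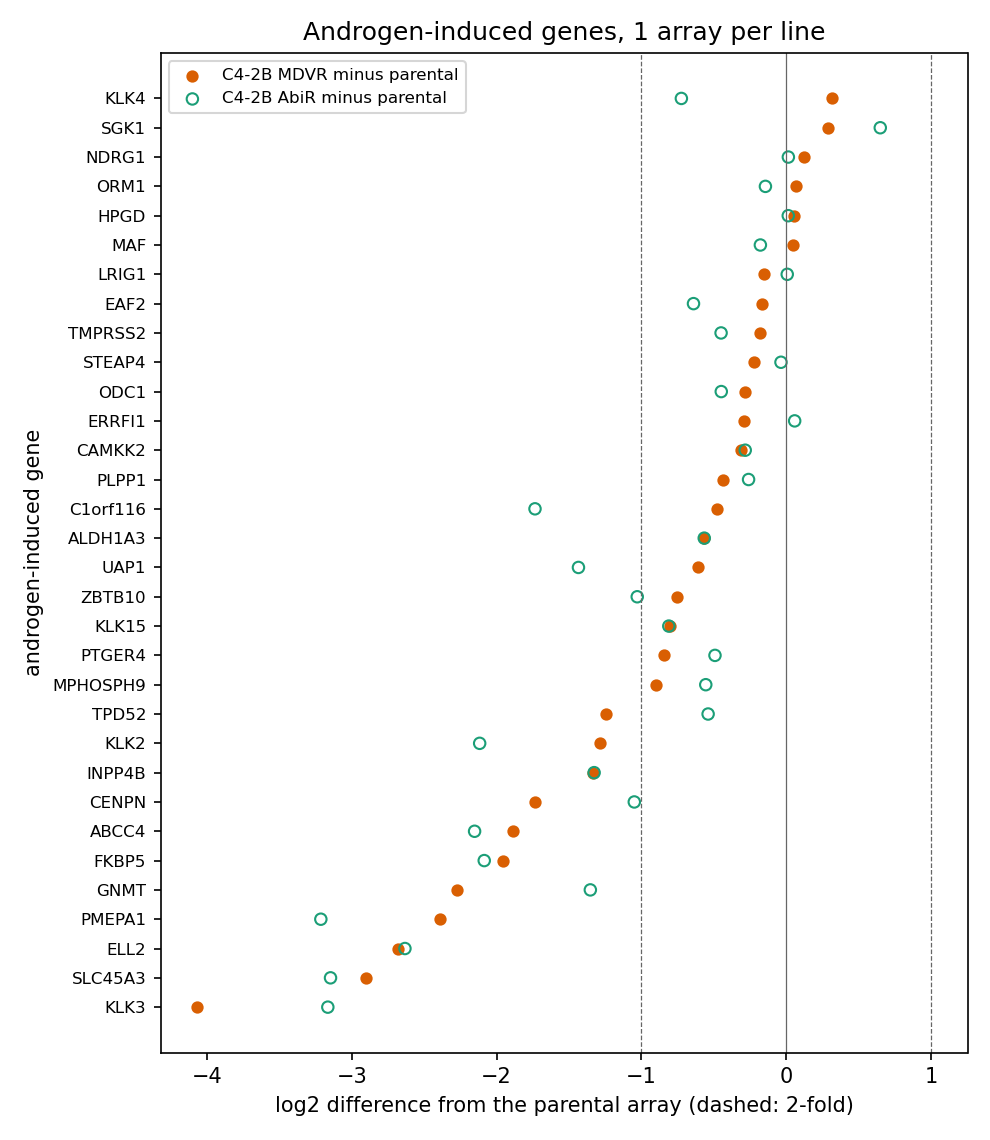
Log2 differences from the parental array (x axis) of the 32 measured androgen-induced genes (y axis) are shown for C4-2B MDVR (filled) and C4-2B AbiR (open), 1 array per line, with dashed lines at 2-fold. KLK3 has the lowest value in MDVR, −4.07, and no gene lies above the upper dashed line.

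The ubiquitin and proteasome lists addressed the pathway at the centre of the study. Of the 131 genes of ubiquitin-mediated proteolysis, 117 were measured, and 114 of these differed by less than 2-fold between MDVR and parental. UBE2L6, an interferon-inducible conjugating enzyme, was higher by 3.52 and MID1 by 1.12 ± 1.36 (3 probe sets), while UBE2E3 was lower by −1.01. The list median was −0.062 in MDVR, below all 10000 random lists matched on spread, and −0.048 in AbiR, at percentile 6.85. For the mean of both lines it was −0.045, at percentile 0.29. With arrays centred on hybridization controls, which leaves percentiles as they are, the medians were −0.11 in MDVR and −0.13 in AbiR. The call in MDVR ended with the running-sum score (−0.34, percentile 6.40) and against random lists drawn from other broadly expressed genes (percentile 3.31), and the latter gave percentile 51.6 in AbiR. The call for the mean of both lines ended under the same 2 alternatives. STUB1, a ubiquitin ligase that works with HSP70, was 1.26-fold lower in MDVR (−0.33 ± 0.018, 3 probe sets), where 11.7% of genes had a lower difference, and its value was −0.041 ± 0.0092 in AbiR. All 3 of its probe sets have the suffix _s or _x, a class left out in 1 of the alternatives, where STUB1 has no value. The small SD between them is therefore no check by other kinds of probe sets. Single spiked probe sets had an SD of 0.13 in MDVR minus parental and a largest absolute difference of 0.35. Of the 24 E2 conjugating enzymes measured, nearly all also on the larger list, the medians were −0.070 (percentile 3.06) and −0.15 (percentile 0.11). The 35 deubiquitinases had medians of −0.022 and −0.074 (percentiles 11.5 and 5.43), with USP11 higher by 1.69 and 1.09. The 40 proteasome subunits had medians of 0.036 (percentile 35.7) and −0.11 (percentile 1.31). In AbiR, the call of the E2 enzymes stayed under 5 of 7 alternatives and that of the proteasome subunits under 4 of 7. The running-sum score of the proteasome subunits had the other sign, at 0.32 in AbiR and 0.36 for the mean of both lines. For the mean of both lines the median of deubiquitinases was −0.074 (percentile 1.33), a call that stayed under 4 of 7. The immunoproteasome subunits PSMB8 and PSMB9 were at 1.83 and 0.98 in MDVR and at 0.69 and 1.62 in AbiR. PSMB10, a further one chosen after its values were seen, was at −0.46 and −0.17. The ligases MDM2 and XIAP had values of 0.0034 ± 0.24 and −0.38 ± 0.54 in MDVR and of 0.0048 ± 0.14 and 0.063 ± 0.28 in AbiR, and the probe sets of each went both ways. UBE2C differed by −0.10 and −0.090.

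Chaperone genes were read as a few lists and probe sets. The stress-inducible HSP70 genes are near-identical and were read only by 3 probe sets annotated to several genes jointly. These had a mean difference of 0.082 ± 0.16 in MDVR and −0.029 ± 0.074 in AbiR, and no single gene can be named from them. A further 4 probe sets, annotated to the constitutive HSP70 gene together with small nucleolar RNAs, had means of −0.076 ± 0.056 and −0.21 ± 0.033. HSP90AA1 had values of 0.058 ± 0.074 and −0.086 ± 0.088 over 4 probe sets. The 13 HSP70 and HSP110 family genes read singly had medians of −0.23 (percentile 3.15) and −0.28 (percentile 0.17), with HSPH1 at −1.15 in MDVR and HSPA4L at −1.06 in AbiR. HSP90 family genes and co-chaperones, 22 in number, had medians of −0.016 (percentile 18.6) and −0.18 (percentile 0.07), with FKBP5 and PPID lowest in both. For 28 HSP40 and small heat shock protein genes the medians were −0.13 (percentile 0.92) and −0.12 (percentile 1.28), with DNAJC1 at −1.15 and −0.95. The unfolded protein response list, with 33 genes, was at −0.084 (percentile 9.02) and −0.17 (percentile 0.29). Its regulators ATF4 and ATF6 had values of 0.16 and −0.39 ± 0.50 in MDVR and of −0.28 and 0.17 ± 0.17 in AbiR. Autophagy and lysosome genes, 30 in number, had medians of 0.11 (percentile 79.7) and 0.097 (percentile 98.1), with OPTN higher by 2.17 and 1.88. In AbiR, the calls of the HSP90 and unfolded protein response lists stayed under all 7 alternatives, that of the HSP70 and HSP110 family under 6 of 7, that of autophagy and lysosome genes under 5 of 7 and that of HSP40 and small heat shock proteins under 4 of 7. In MDVR, the last of these stayed under 5 of 7.

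Cell cycle genes were lower in both lines. The 60 genes had a median of −0.24 in MDVR and −0.18 in AbiR, and 0 of 10000 random lists were as low in either, although only 2 genes, CCNA2 (−1.18) and CENPE (−1.09), were at least 2-fold lower in MDVR. Interferon-stimulated genes went the other way, with medians of 0.40 (percentile 99.97) and 0.27 (percentile 99.93) over 30 genes. Of these, 7 were at least 2-fold higher in MDVR and 6 in AbiR, led by UBE2L6 in MDVR and by IFIT1 (2.15 and 1.76), while BST2 was at −0.97 and −0.37. The 17 antigen presentation genes had medians of 0.46 (percentile 99.87) and 0.46 (percentile 100), and p53 targets, 20 genes, of 0.45 (percentile 99.96) and 0.29 (percentile 99.83), with GADD45A at 1.60 and the cell cycle inhibitor CDKN1A at 1.05 in MDVR. NF-kB pathway genes and targets, 22 in number, had medians of 0.23 (percentile 99.77) and 0.14 (percentile 99.33), with the chemokine CCL20 at 2.69 and 1.49. The Wnt list of 30 genes had medians of 0.17 (percentile 99.2) and 0.053 (percentile 92.7). Its member WNT5A was at 2.61 and 3.13, and DKK1 was at 2.83 in MDVR. Without probe sets of suffix _s, _x or _a, the median of antigen presentation genes in MDVR was 0.17 and that of p53 targets in AbiR 0.14, and both calls ended. The NF-kB calls ended there too, at 0.19 in MDVR and 0.076 in AbiR. The Wnt call in MDVR stayed under 6 of 7 alternatives.

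**Figure D3:**
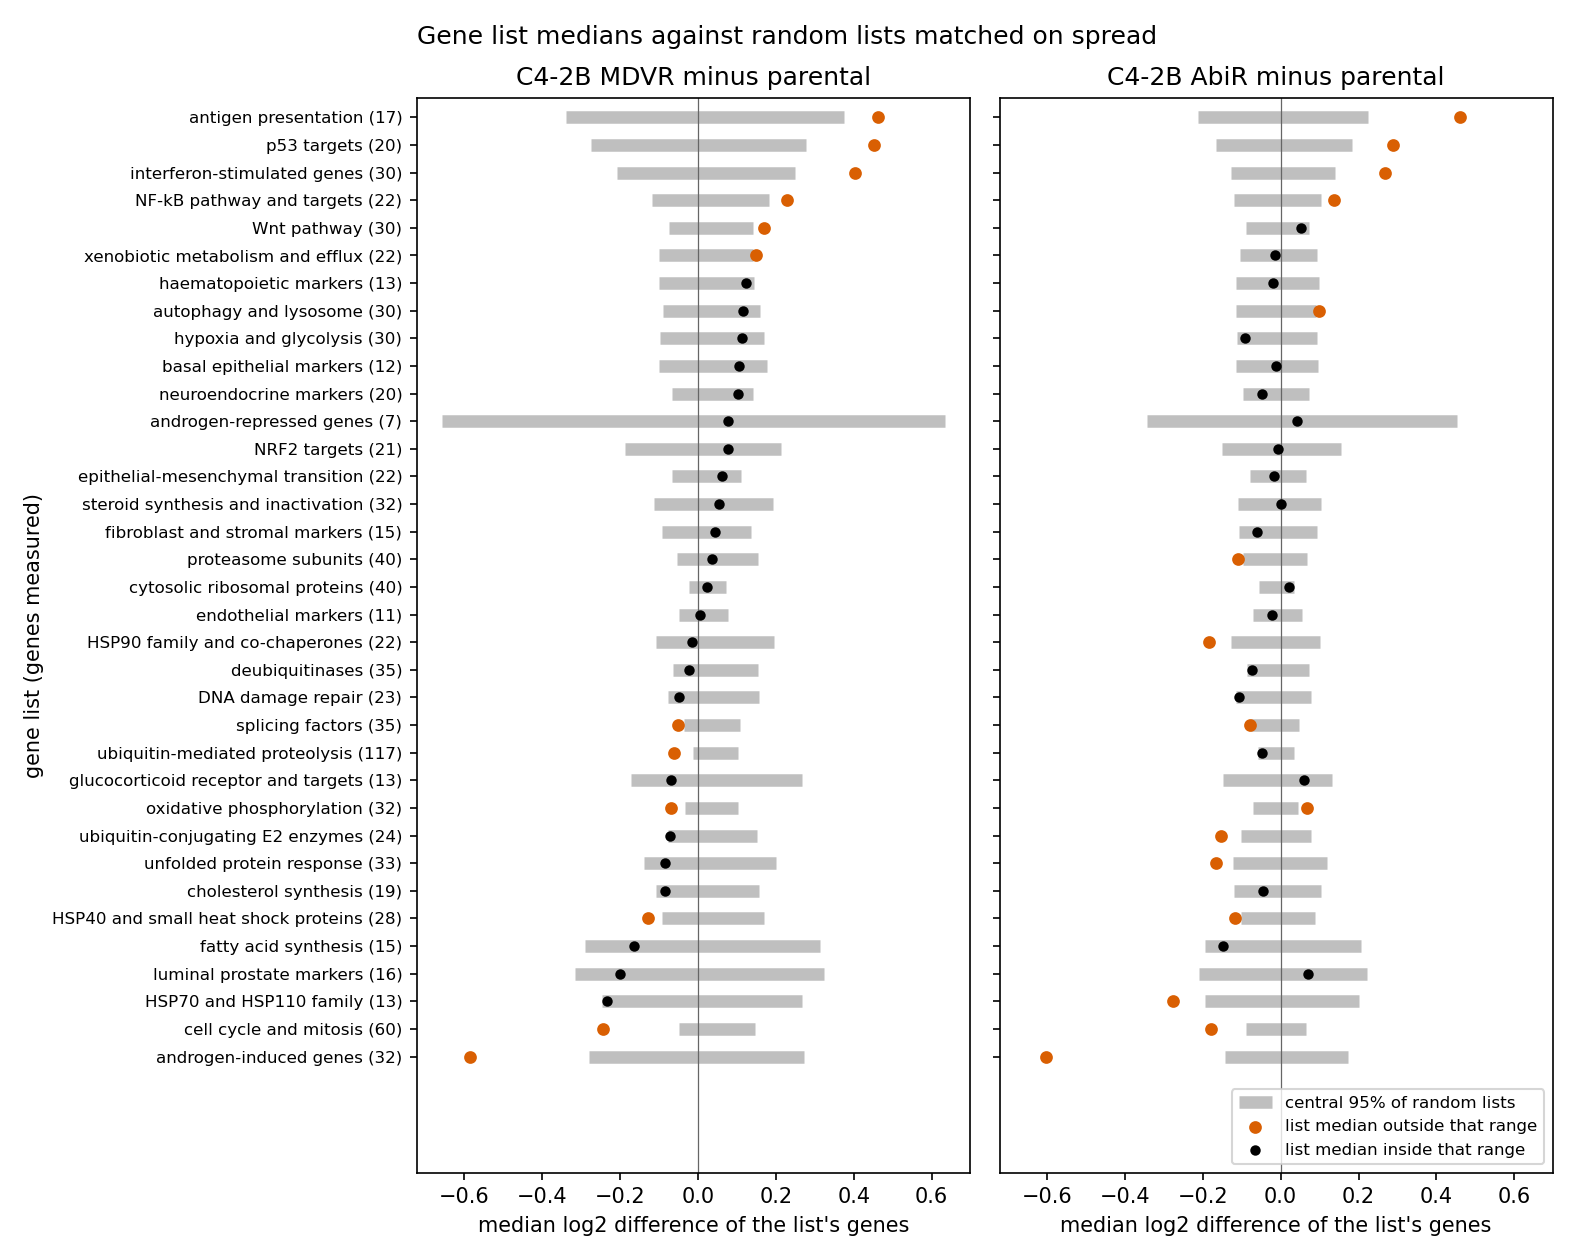
Points are the median log2 differences (x axis) of 35 gene lists (y axis, with the number of genes measured), for C4-2B MDVR on the left and for C4-2B AbiR on the right, and grey bars are the central 95% of 10000 random lists matched on spread. Androgen-induced genes are lowest in both panels, at −0.59 and −0.60, and antigen presentation genes are highest in both, at 0.46.

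Among metabolic lists, 32 genes of steroid synthesis and inactivation had medians of 0.055 and 0.0011 (percentiles 58.7 and 54.0), with UGT2B28 at −2.12 and −1.77. CYP17A1, the target of abiraterone, had values of 0.29 ± 0.18 and −0.099 ± 0.061. Cholesterol synthesis genes had medians of −0.084 and −0.045 (percentiles 5.30 and 29.4), fatty acid synthesis genes of −0.16 and −0.15 (percentiles 13.6 and 10.0), NRF2 targets of 0.077 and −0.0067 (percentiles 58.2 and 48.6), and xenobiotic metabolism and efflux genes of 0.15 and −0.014 (percentiles 98.3 and 45.4). The fatty acid synthesis list had means of −0.57 in MDVR and −0.44 in AbiR, which lay below the random range, as did its running-sum scores. Its member ELOVL7, read by 1 probe set, was at −4.92 and −4.21 and weighs on both means. The medians of the list in these lines also lay outside random lists drawn from all genes or matched on the number of probe sets. For the mean of both lines, fatty acid synthesis genes had a median of −0.26 (percentile 0.77), a call that stayed under all 7 alternatives. The call of xenobiotic genes in MDVR stayed under 1 of 7 alternatives only. Hypoxia and glycolysis genes were at 0.11 and −0.090 (percentiles 82.9 and 7.68). Oxidative phosphorylation genes had small medians of opposite sign, −0.070 in MDVR (percentile 0.12) and 0.069 in AbiR (percentile 99.6). The AbiR value became −0.011 when arrays were centred on hybridization controls. The call in MDVR stayed under 5 of 7 alternatives and that in AbiR under 3 of 7. Splicing factor genes were at −0.051 and −0.079 (percentiles 0.80 and 1.74), DNA damage repair genes at −0.049 and −0.11 (percentiles 5.58 and 3.32), and cytosolic ribosomal protein genes at 0.023 and 0.023 (percentiles 43.9 and 92.9). The splicing factor call stayed under 3 of 7 alternatives in MDVR and 2 of 7 in AbiR. Neuroendocrine markers had medians of 0.10 and −0.046 (percentiles 90.9 and 20.9), with SYT4 at 4.41 and −0.79 and NTS at 3.53 in AbiR. Their means of 0.51 and 0.22 and running-sum scores of 0.77 and 0.70 lay above the random range, with a turn of sign in AbiR. Basal epithelial markers were at 0.10 and −0.011, epithelial-mesenchymal transition genes at 0.062 and −0.016, and glucocorticoid receptor and target genes at −0.068 and 0.059, with all these medians inside the random range. The glucocorticoid list had means of −0.39 and −0.27 and running-sum scores of −0.69 and −0.70, which lay below it, with a turn of sign in AbiR. ZBTB16 (−3.17 and −3.05) and FKBP5 (−1.96 and −2.09), the latter also an androgen-induced gene, weigh on both means. The other 11 members differed by less than 2-fold in either line, so a lowering of the list as a whole was not shown. NR3C1, the glucocorticoid receptor gene, had values of 0.13 ± 0.18 and 0.089 ± 0.075, and AKT1 of −0.18 and 0.067. Markers of other cell types lay inside the random range in both lines, with medians of 0.043 and −0.059 for fibroblast and stromal, 0.12 and −0.019 for haematopoietic and 0.0061 and −0.022 for endothelial markers. Outside the random range were 12 of the 35 lists in MDVR and 15 in AbiR. Chance would give 1.75 if lists, and the genes within them, were independent. Under every alternative run, 4 of the 12 and 6 of the 15 stayed outside it. Mean and running-sum score had the opposite sign to the median, all inside the random range, for the E2 enzyme, epithelial-mesenchymal transition and ribosomal lists in MDVR. The same held for the steroid, basal, hypoxia and xenobiotic lists in AbiR, and for the running-sum score alone of the DNA damage repair list in AbiR.

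The MDVR and AbiR arrays were also compared directly, a comparison that does not use the parental array. GCG was 68.9-fold, FSTL5 39.9-fold, SYT4 36.7-fold, DAPK1 25.8-fold and AKR1C3 16.1-fold higher in MDVR, and RND3 was higher by 4.58 on the log2 scale. CSTA was 27.6-fold, PDZRN4 24.3-fold, CNTN3 14.9-fold, PRKACB 14.8-fold, PRAC1 12.6-fold and the nuclear receptor gene NR2F1 9.72-fold lower. MYC was 2.04-fold higher, with 0.50 in MDVR and −0.53 in AbiR against parental. At least 2-fold differences were found for 173 genes in the positive and 224 in the negative direction. The median of androgen-induced genes was 0.024 (percentile 56.3). Hypoxia and glycolysis genes were at 0.21 (percentile 99.7), p53 targets at 0.30 (percentile 99.7), epithelial-mesenchymal transition genes at 0.17 (percentile 99.9), haematopoietic markers at 0.15 (percentile 98.0), oxidative phosphorylation genes at −0.070 (percentile 0.04) and ubiquitin-mediated proteolysis genes at −0.022 (percentile 0.25). The last of these became 0.011 when arrays were centred on hybridization controls, and its call stayed under 5 of 8 alternatives. The median of p53 targets turned to −0.072 without probe sets of suffix _s, _x or _a. Of 7 alternatives, the call of epithelial-mesenchymal transition genes stayed under 4, that of p53 targets under 5 and that of haematopoietic markers under 3. The calls of hypoxia and oxidative phosphorylation genes stayed under all 7.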

Values the study reported

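By Ingenuity Pathway Analysis of the microarray data, the study gave protein ubiquitination as the pathway with the second highest alteration in the enzalutamide-resistant cells, at p = 1.93e-07. By gene set enrichment analysis, it also reported a significant suppression of ubiquitin-mediated proteolysis in the MDVR and AbiR lines. The running-sum score of that list computed here for MDVR was negative but inside the random range, while its median lay below all random lists. The score does not repeat the study's test, which ranked genes by shrunken limma log2 fold changes. Here the score was set among 500 random lists. The study also reported the suppression in other resistant lines and in xenograft tumors, and lower proteasome activity. None of these was measured on the 3 arrays.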

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

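With 1 array per line, no difference here was tested. The tests of chance order and of the parental array for the block of neighbouring genes, of S phase for the histone genes and of members in lower blocks for the ubiquitin list were chosen after the results were seen, as were the histone gene sets and the block itself.

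Of the genes measured, 7 were at least 2-fold from parental in opposite directions in the 2 resistant lines, a difference between groups that was not tested. RND3 was higher in MDVR (1.57) and lower in AbiR (−3.01), with an MDVR minus AbiR difference of 4.58, and the non-coding gene LOC105371703 went the same way, with 2.47. NR2F1 (−3.28), UGT2B17 (−3.18), LUZP2 (−2.92), DIO1 (−2.58) and KCNQ5 (−2.57) were lower in MDVR and higher in AbiR. The oxidative phosphorylation list lay below the random range in MDVR and above it in AbiR, with a median MDVR minus AbiR difference of −0.070. The call in MDVR stayed under 5 of 7 alternatives and that in AbiR under 3 of 7, and the AbiR median turned to −0.011 when arrays were centred on hybridization controls. Among the 11721 probe sets without a gene name here, which entered no comparison, 53 were at least 2-fold higher and 152 at least 2-fold lower in MDVR than in the parental array, against 156 higher and 32 lower in AbiR.

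The ubiquitin-mediated proteolysis list was lower in MDVR by a small median. None of its members lay in the lower blocks of neighbouring genes (0 of the 500 genes there), which argues against such blocks as the source. Leaving out the 3 members that are also on the cell cycle list gave a median of −0.061 over 114 genes (percentile 0.01). It was −0.062 over all 117, so the median does not rest on these 3 members. Leaving out 3 of 117 genes can hardly move a median, so this cannot tell whether the cell cycle carries the shift. Whether other members follow the cell cycle was not tested. A general shift of broadly expressed genes stays open as an explanation. Against random lists drawn from 283 other broadly expressed genes the median lay at percentile 3.31, inside the range. These 283 genes include deubiquitinases, proteasome subunits and chaperones. The random lists therefore cannot separate a general shift from one shared by ubiquitin, proteasome and chaperone genes. The source of those random lists was also chosen after seeing the data. A difference of the resistant subline itself stays open too and was not tested.

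Histone genes were lower in MDVR, and no random lists were drawn for them in either line. Over 57 symbols matched by histone name prefixes, which include some pseudogenes and an antisense RNA, the median was −0.31 in MDVR and −0.25 in AbiR. Over a narrower set of 50 without these and without H2AP and H2BW2, it was −0.50 and −0.28. In either set, 15 were at least 2-fold lower in MDVR and 4 in AbiR. Cross-hybridization between near-identical genes did not account for the whole pattern, since 17.9% of the 39 symbols of the wider set read only by probe sets without the _s, _x or _a suffix were at least 2-fold lower, against 1.82% of all genes read that way (exact binomial interval from 7.54% to 33.5%). Fewer cells in S phase could not be excluded or shown. The median of 16 replication genes in MDVR lay 0.17 above the median of the wider set, with a bootstrap SD of 0.14, while it lay 0.36 above that of the narrower set, with an SD of 0.15, so that the choice of set decides in MDVR. In AbiR, where the histone medians were not weighed as a pattern, the difference was −0.0021 (SD 0.071) for the wider and 0.028 (SD 0.072) for the narrower set, so that replication genes were about as low as histone genes under either. Whether histone RNAs, which mostly lack poly(A) tails, were primed alike on the arrays was not tested.

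A block of 50 neighbouring genes from CDK8 to NBEA was lower in MDVR, with a median of −0.33 relative to all genes and 42 of 50 genes below the median of all genes. It was the lowest of 382 such blocks. Of 1000 shuffled gene orders, 0% gave a block as low, which argues against chance order. The parental array alone does not account for it, since MDVR minus AbiR had a median of −0.23 there. A loss of DNA copies in the MDVR subline is a candidate explanation that was not tested, because no DNA was measured.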

How the results depend on the processing

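The alternatives that take a gene's probe sets by their median or by the largest range, and the random lists matched on the number of probe sets or drawn from other broadly expressed genes, were chosen after seeing the data. The planned floors, the highest-mean probe set and quantile normalization were not run, because the deposited values carry no expression level, and signal over background could not be judged. No paired analysis was possible because each group had 1 array. Among counts, centring the arrays on their median or on hybridization controls, leaving out probe sets of suffix _s, _x or _a, and taking the median of a gene's probe sets kept all counts within 1.5 times. The correlation between the resistant lines' differences ranged from 0.56 to 0.59 over 3 alternatives. For named and focus genes with several probe sets, 77 of 104 values under another choice of probe set moved by less than the typical SD between probe sets of a gene and 27 moved by more. Genes with 1 probe set cannot move with that choice, and most named genes were picked for probe sets in 1 direction, so their sign was not put to a test.

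With a fold threshold of 1.5, the counts of genes were 952 for MDVR minus parental higher, 1019 for MDVR minus parental lower, 656 for AbiR minus parental higher, 498 for AbiR minus parental lower, 548 for MDVR minus AbiR higher, 784 for MDVR minus AbiR lower, 338 for both lines higher and 332 for both lines lower. With a fold threshold of 3, the counts of genes were 136 for MDVR minus parental higher, 106 for MDVR minus parental lower, 73 for AbiR minus parental higher, 61 for AbiR minus parental lower, 62 for MDVR minus AbiR higher, 65 for MDVR minus AbiR lower, 35 for both lines higher and 45 for both lines lower. With the probe set with the largest range, the counts of genes were 574 for MDVR minus parental higher, 771 for MDVR minus parental lower, 416 for AbiR minus parental higher, 280 for AbiR minus parental lower, 317 for MDVR minus AbiR higher, 625 for MDVR minus AbiR lower, 200 for both lines higher and 184 for both lines lower. The causes were not tested beyond the threshold itself, and the largest-range choice favours large differences by its construction.

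Lists outside the random range under every alternative run numbered 4 of 12 in MDVR minus parental (androgen-induced, cell cycle, interferon-stimulated and p53 target genes), 6 of 15 in AbiR minus parental, 2 of 6 in MDVR minus AbiR and 7 of 16 for the mean of both lines. Centring an array moves a list and its random lists alike, so percentiles stay. The other lists are given with their value under the alternative, and the cause was not tested. Where only the random lists differed, the value is the unchanged median. Without the probe sets of suffix _s, _x or _a, the lists that came inside the random range were for MDVR minus parental NF-kB pathway / targets (0.19), antigen presentation (0.17), xenobiotic metabolism / efflux (0.12) and splicing factors (−0.056), for AbiR minus parental ubiquitin-conjugating E2 enzymes (−0.071), proteasome subunits (−0.083), HSP70 / HSP110 family (−0.18), HSP40 / small heat shock proteins (−0.089), autophagy / lysosome (0.078), NF-kB pathway / targets (0.076), oxidative phosphorylation (0.040), p53 targets (0.14) and splicing factors (−0.016), for the mean of both lines minus parental deubiquitinases (−0.063), proteasome subunits (−0.051), HSP70 / HSP110 family (−0.18), HSP90 family / co-chaperones (−0.11), HSP40 / small heat shock proteins (−0.11) and unfolded protein response (−0.12). Without the probe sets of suffix _s, _x or _a, the lists that left it were for MDVR minus parental ubiquitin-conjugating E2 enzymes (−0.099) and deubiquitinases (−0.098), for MDVR minus AbiR neuroendocrine markers (0.21). Without the probe sets of suffix _s, _x or _a, the lists whose value turned sign were for MDVR minus parental cytosolic ribosomal proteins (−0.099), for MDVR minus AbiR p53 targets (−0.072), splicing factors (−0.096) and cytosolic ribosomal proteins (−0.099). With the list mean in place of its median, the lists that came inside the random range were for MDVR minus parental oxidative phosphorylation (−0.061) and xenobiotic metabolism / efflux (0.21), for AbiR minus parental proteasome subunits (−0.053), HSP40 / small heat shock proteins (−0.13), oxidative phosphorylation (0.046), p53 targets (0.28) and splicing factors (−0.066), for MDVR minus AbiR ubiquitin-mediated proteolysis (−0.0037), epithelial-mesenchymal transition (0.15), p53 targets (0.23) and haematopoietic markers (0.15), for the mean of both lines minus parental ubiquitin-conjugating E2 enzymes (−0.069), deubiquitinases (−0.043), proteasome subunits (−0.016), HSP70 / HSP110 family (−0.26), HSP40 / small heat shock proteins (−0.16) and unfolded protein response (−0.14). With the list mean in place of its median, the lists that left it were for MDVR minus parental autophagy / lysosome (0.20), fatty acid synthesis (−0.57), neuroendocrine markers (0.51), luminal prostate markers (−0.53), glucocorticoid receptor / targets (−0.39), hypoxia / glycolysis (0.26) and NRF2 targets (0.32), for AbiR minus parental fatty acid synthesis (−0.44) and Wnt pathway (0.20), for MDVR minus AbiR ubiquitin-conjugating E2 enzymes (0.20), neuroendocrine markers (0.29) and NRF2 targets (0.36), for the mean of both lines minus parental autophagy / lysosome (0.19), neuroendocrine markers (0.37), luminal prostate markers (−0.45), glucocorticoid receptor / targets (−0.33) and splicing factors (−0.055). With the list mean in place of its median, several lists turned sign. For AbiR minus parental, neuroendocrine markers (0.22), luminal prostate markers (−0.38) and glucocorticoid receptor / targets (−0.27) turned to outside the random range. Inside it, the mean turned sign for E2 enzymes, epithelial-mesenchymal transition and ribosomal proteins in MDVR minus parental. It did so too for the steroid, basal, hypoxia and xenobiotic lists in AbiR minus parental. In MDVR minus AbiR, luminal prostate markers (−0.15) and DNA damage repair (−0.046) were among the lists that turned. With the running-sum enrichment score, the lists that came inside the random range were for MDVR minus parental ubiquitin-mediated proteolysis (−0.34), HSP40 / small heat shock proteins (−0.55), NF-kB pathway / targets (0.65), oxidative phosphorylation (−0.37) and xenobiotic metabolism / efflux (0.55), for AbiR minus parental ubiquitin-conjugating E2 enzymes (−0.55), HSP40 / small heat shock proteins (−0.47), oxidative phosphorylation (0.33) and splicing factors (−0.35), for MDVR minus AbiR ubiquitin-mediated proteolysis (−0.26), epithelial-mesenchymal transition (0.55) and haematopoietic markers (0.46), for the mean of both lines minus parental ubiquitin-mediated proteolysis (−0.34), ubiquitin-conjugating E2 enzymes (−0.39), deubiquitinases (−0.32), HSP40 / small heat shock proteins (−0.55) and unfolded protein response (−0.51). With the running-sum enrichment score, the lists that left it were for MDVR minus parental HSP90 family / co-chaperones (−0.55), autophagy / lysosome (0.51), fatty acid synthesis (−0.74), neuroendocrine markers (0.77), luminal prostate markers (−0.70), glucocorticoid receptor / targets (−0.69) and hypoxia / glycolysis (0.58), for AbiR minus parental fatty acid synthesis (−0.73) and Wnt pathway (0.62), for MDVR minus AbiR NRF2 targets (0.66), for the mean of both lines minus parental autophagy / lysosome (0.62), neuroendocrine markers (0.79), luminal prostate markers (−0.69), glucocorticoid receptor / targets (−0.73) and splicing factors (−0.42). With the running-sum enrichment score, several lists turned sign. For AbiR minus parental these included proteasome subunits (0.32), neuroendocrine markers (0.70), luminal prostate markers (−0.71) and glucocorticoid receptor / targets (−0.70). They also included cytosolic ribosomal proteins (−0.38) for MDVR minus AbiR and proteasome subunits (0.36) for the mean of both lines minus parental. Inside the random range, the score turned sign for E2 enzymes, epithelial-mesenchymal transition and ribosomal proteins in MDVR minus parental. It did so too for the steroid, basal, hypoxia, xenobiotic and DNA damage repair lists in AbiR minus parental. With random lists drawn from all genes, the lists that came inside the random range were for MDVR minus parental xenobiotic metabolism / efflux (0.15) and splicing factors (−0.051), for AbiR minus parental splicing factors (−0.079), for MDVR minus AbiR haematopoietic markers (0.15). With random lists drawn from all genes, the lists that left it were for MDVR minus parental HSP70 / HSP110 family (−0.23), unfolded protein response (−0.084), fatty acid synthesis (−0.16) and luminal prostate markers (−0.20), for AbiR minus parental fatty acid synthesis (−0.15) and DNA damage repair (−0.11), for MDVR minus AbiR proteasome subunits (0.14), HSP40 / small heat shock proteins (−0.050), androgen-repressed genes (−0.19), cell cycle / mitosis (−0.017) and NRF2 targets (0.18), for the mean of both lines minus parental autophagy / lysosome (0.11) and luminal prostate markers (−0.19). With random lists matched on the number of probe sets, the lists that came inside the random range were for MDVR minus parental xenobiotic metabolism / efflux (0.15) and splicing factors (−0.051), for MDVR minus AbiR haematopoietic markers (0.15). With random lists matched on the number of probe sets, the lists that left it were for MDVR minus parental HSP70 / HSP110 family (−0.23), unfolded protein response (−0.084), fatty acid synthesis (−0.16) and luminal prostate markers (−0.20), for AbiR minus parental fatty acid synthesis (−0.15), for MDVR minus AbiR proteasome subunits (0.14), HSP40 / small heat shock proteins (−0.050), unfolded protein response (0.14), androgen-repressed genes (−0.19), cell cycle / mitosis (−0.017) and NRF2 targets (0.18), for the mean of both lines minus parental autophagy / lysosome (0.11) and luminal prostate markers (−0.19). With random lists drawn from the 9 lists of broadly expressed genes, the lists that came inside the random range were for MDVR minus parental ubiquitin-mediated proteolysis (−0.062), for MDVR minus AbiR ubiquitin-mediated proteolysis (−0.022), for the mean of both lines minus parental ubiquitin-mediated proteolysis (−0.045). With the probe set of largest range for each gene, the lists that came inside the random range were for MDVR minus parental HSP40 / small heat shock proteins (−0.19), Wnt pathway (0.24), xenobiotic metabolism / efflux (0.19) and splicing factors (−0.0061), for AbiR minus parental autophagy / lysosome (0.075), oxidative phosphorylation (0.076) and splicing factors (−0.094), for MDVR minus AbiR epithelial-mesenchymal transition (0.26), for the mean of both lines minus parental ubiquitin-conjugating E2 enzymes (−0.14), proteasome subunits (−0.083) and Wnt pathway (0.086). With the probe set of largest range for each gene, the lists that left it were for MDVR minus parental basal epithelial markers (0.27), for MDVR minus AbiR NRF2 targets (0.26). With the median of a gene's probe sets, the lists that left it were for MDVR minus parental deubiquitinases (−0.060) and cholesterol synthesis (−0.12), for AbiR minus parental DNA damage repair (−0.11), for MDVR minus AbiR cell cycle / mitosis (−0.018), for the mean of both lines minus parental splicing factors (−0.057).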

Other observations

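The blocks of neighbouring genes were examined only after the values were seen. Blocks of neighbouring genes differed more in MDVR than in AbiR. Of 382 blocks of 50 genes, 10 lay below and 3 above the range of shuffled gene orders in MDVR minus parental, against 2 and 0 in AbiR minus parental. The next lowest blocks in MDVR ran from TMEM232 to LINC02240 (−0.27), from CETN3 to MAN2A1 (−0.24) and from BBS7 to CLGN (−0.24). The last of these was also the lowest block in AbiR minus parental (−0.15), below the range of shuffled orders there too. The medians of 23 chromosomes relative to all genes ranged from −0.15 to 0.057 in MDVR and from −0.044 to 0.036 in AbiR.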
